A study of Homo sapiens with 4 samples. Its data were reported in "Cancer Cell‐Secreted miR‐33a Reduces Stress Granule Formation by Targeting Polyamine Metabolism in Stroma to Promote Tumourigenesis" (2025).

How the data were processed

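Small RNA sequencing was performed on extracellular vesicles (EVs) secreted by MDA-MB-231, an established human triple-negative breast cancer cell line. The 4 libraries formed 2 groups of 2. The group 231 EV came from cells in complete medium, and the group 231 -G EV came from cells kept for 12 h in medium without glucose. Per the labels, EVs were pelleted at 110000 × g for 70 min. Replicates were numbered 1 and 2 in the labels, and the number also marked the library preparation. Both libraries numbered 1 were made from RNA pretreated to remove modifications, with inserts of 14 to 40 nt. Both libraries numbered 2 were made with an NEBNext small RNA kit. A replicate number therefore named a pair of libraries, 1 of each medium, that shared a preparation, and the preparation could not be told apart from any other difference between the replicates.

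The authors deposited whole-number read counts for each miRNA, next to values scaled to the library total that the file headers called CPM for replicate 1 and TPM for replicate 2. The deposited CPM and the deposited TPM were each checked against the counts and equalled the count divided by the total of its library times 1000000, without a length term, so both are the same unit. The methods of the study describe trimming, removal of other small RNA classes, alignment and matching to miRBase, and they do not separate the 2 preparations. The genome build was not stated. The file held 2 tables, each with its own list of miRNAs. The table of replicate 1 listed 1315 miRNAs, of which 645 had 0 reads in both libraries. The table of replicate 2 listed 810 named and 33 predicted miRNAs. A total of 539 were listed in both, and these took from 94.7% to 99.3% of the reads of each library. A miRNA listed in a single table was treated as unknown in the other, and was left out of all comparisons across the pairs.

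Library totals were 18397 and 15597 reads for 231 EV and 231 -G EV of replicate 1, and 224966 and 170894 reads for those of replicate 2. A read was worth 54.4 and 64.1 CPM in replicate 1, against 4.45 and 5.85 CPM in replicate 2. The limit that a count of 0 allows, 3 reads, came to 163, 192, 13.3 and 17.6 CPM in the same order. Intervals of shares are 95% Wilson intervals, and intervals of ratios between 2 libraries are exact conditional intervals. PCR reads without molecular identifiers are not independent molecules, so intervals, limits and tests on reads cover counting error only.

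The design had been written for CPM values and named limma, with edgeR to be used if the file held counts. It did, so the main test was the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) on the counts, with the library totals as deposited and the replicate number as a block. It covered the 384 miRNAs listed in both tables and above 0 in at least 2 libraries. P-values were two-sided and adjusted by Benjamini-Hochberg, and a call needed an adjusted p under 0.05 and an absolute log2 fold change above 1. The pairing came from the labels. Across the 384 miRNAs, the deviations of same-numbered libraries from their group means had a correlation of 0.59, and the common dispersion was 0.301 with the block and 1.60 without it. Fold changes within a pair were formed as the CPM value plus 1 in 231 -G EV over the same in 231 EV. A miRNA passed when the fold was above 1.5 in both pairs, or below the inverse in both pairs. The number that passed was compared with 10000 simulated sets of libraries at the real depths, in which both libraries of a pair were drawn from their pooled proportions, and with the number expected if the lists of the pairs were unrelated. Reads of a miRNA were also compared within each pair by Fisher's exact test (SciPy 1.17.1), and over both pairs by an exact test stratified by pair. Such tests compare libraries, not media. The overlap with 13 miRNAs predicted to target AGMAT was tested by a one-sided Fisher's exact test against the named miRNAs above 0 in at least 1 library of each pair.

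Both kinds of test were tested on simulated data. With 200 miRNAs set to change 8-fold at the observed dispersion of 0.301, 346 were tested and 178 of the changed ones remained among them. EdgeR called 36.0% of these, and 62.1% of the 87 with a mean of at least 20 reads, with 1 wrong call among 168 unchanged miRNAs. DESeq2 called 23.6% and limma called 0% of the 178, although the median log2 fold change for rises at that depth was 3.34 with edgeR and 3.84 with limma. At the depth of pair 2, Fisher's exact tests recovered 98.0% of 50 changes of 4-fold in miRNAs expected at 50 reads or more, among 843 tested. At the depth of pair 1 they recovered 56.0% of 50 such changes in miRNAs expected at 5 reads or more and holding at most 5% of the reads, among 1315. They made 0 calls in unchanged libraries at either depth.

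The design, the alternatives and the rule for the miRNAs named in the text were fixed before the data were examined, although after reading the study, whose supplement lists the rises in these same libraries. The named miRNAs were hsa-miR-33a-5p, hsa-miR-33a-3p, hsa-miR-33b-5p and the other members of the AGMAT list, hsa-miR-16-5p, the 5 with the highest mean over the 4 libraries, and, among those above 0 in all 4, the 5 with the largest positive and the 5 with the largest negative model log2 fold change that passed the rule in both pairs. Others are said to be chosen afterwards. The closing section also uses 7 lists of tissue-restricted miRNAs, 27 in all, for muscle, ciliated epithelium, intestine and kidney, endocrine epithelium, liver, red blood cells and leukocytes. They were written after reading that supplement, in which 8 of their members already appeared as higher in 231 -G EV replicate 1, so results are also given without these 8. Alternatives covered the pseudocount, TMM scaling, filters on low values, the fold threshold, the block, limma 3.58.1, DESeq2 1.42.0 and leaving out each replicate. Totals without hsa-miR-182-5p, a fold threshold of 1.4, limma in place of edgeR, levels relative to hsa-miR-16-5p and the treatment of missing or renamed miRNAs were chosen after seeing the data. Coordinates are 1-based on GRCh38, from GENCODE release 29.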

Results

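To ask which miRNAs glucose starvation changed in the EVs of MDA-MB-231 cells, 231 -G EV and 231 EV were compared in 2 pairs of libraries, and each pair shared a library preparation. The libraries of replicate 1 were shallow, with 18397 reads in 231 EV and 15597 in 231 -G EV. Those of replicate 2 held 224966 and 170894 reads. In 231 EV and 231 -G EV of replicate 1, 484 and 453 miRNAs were detected, of which 69.6% and 62.7% had at most 3 reads. In replicate 2, 531 and 492 were detected, and 39.7% and 42.9% of these had at most 3 reads.

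A few miRNAs took most of the reads. The 10 most abundant miRNAs held 83.7% (95% Wilson interval 83.2 to 84.3) of 231 EV replicate 1 and 69.7% (69.0 to 70.4) of 231 -G EV replicate 1. In replicate 2 their shares were 69.0% (68.8 to 69.2) and 65.9% (65.6 to 66.1). Counting features with a miRBase name alone gave 69.4% and 66.1% for replicate 2. The make-up followed the preparation. Hsa-miR-451a held 19.4% and 40.8% of the reads of 231 EV and 231 -G EV in replicate 1, but 0.131% and 0.0398% in replicate 2. Hsa-miR-21-5p held 1.94% and 2.76% in replicate 1 and 30.2% and 23.3% in replicate 2. Hsa-let-7a-5p held 0.359% and 0.398% in replicate 1 and 8.04% and 5.39% in replicate 2. Hsa-miR-16-5p, among the references the study used to normalise RT-qPCR, held 0.380% (0.301 to 0.480) and 0.256% (0.188 to 0.349) in replicate 1. In replicate 2 it rose from 7.04% (6.93 to 7.14) in 231 EV to 11.1% (10.9 to 11.2) in 231 -G EV, a ratio of 1.58 with a 95% exact interval of 1.54 to 1.61.

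Hsa-miR-182-5p stood apart in the 231 EV library of replicate 1. It had 9379 reads there, or 51.0% (50.3 to 51.7), against 426 reads or 2.73% (2.49 to 3.00) in 231 -G EV replicate 1. In replicate 2 it held 0.254% (0.234 to 0.276) and 0.250% (0.227 to 0.275), which were indistinguishable. Its gene, MIR182, lies on chromosome 7 at 129770383 to 129770492 on the minus strand. Because CPM values sum to the same total in every library, the fall of this miRNA in pair 1 raised the value of every other miRNA in 231 -G EV replicate 1. Results are therefore also given with hsa-miR-182-5p left out of the totals, an alternative chosen after seeing the data.

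**Figure D1:**
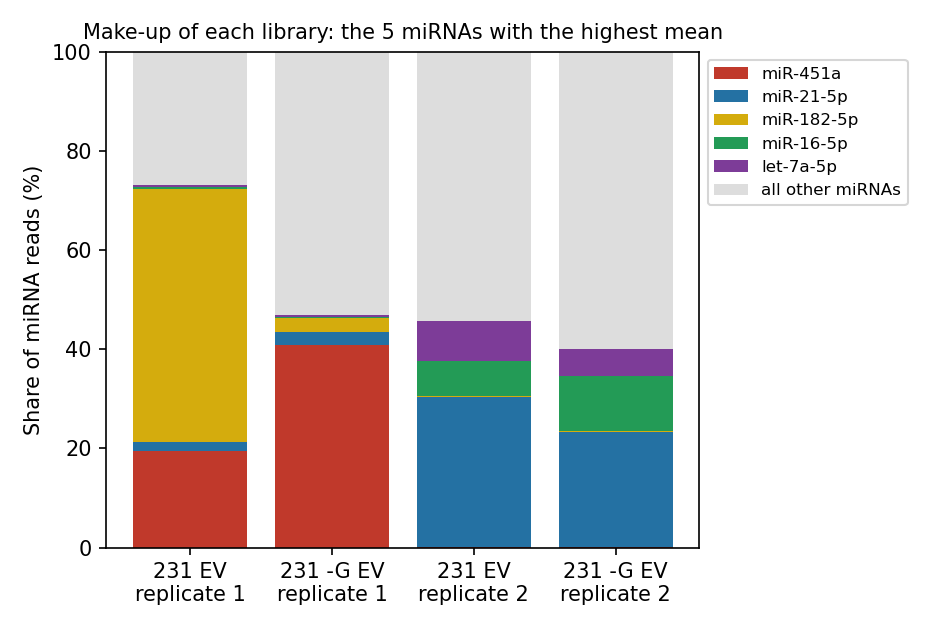
Share of miRNA reads (%, y axis) held by the 5 miRNAs with the highest mean, stacked for each of the 4 libraries (x axis). Hsa-miR-182-5p fills 51.0% of 231 EV replicate 1 and hsa-miR-451a 40.8% of 231 -G EV replicate 1, while hsa-miR-21-5p leads both libraries of replicate 2.

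Whether libraries grouped by medium or by preparation was examined next. Across the 476 miRNAs above 0 in at least 1 library, Spearman's correlation was 0.90 between the 2 media in replicate 2 and 0.63 between them in replicate 1. Libraries of the same medium had a correlation of 0.47 (231 EV) and 0.48 (231 -G EV) across the preparations. Libraries that shared neither had 0.45 and 0.48. The same medium thus gave no higher correlation across preparations than different media did. These are correlations across miRNAs, which are not independent replicates. Keeping the 154 miRNAs above 0 in all 4 libraries gave 0.97 in replicate 2 and 0.82 in replicate 1.

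The study formed its list of enriched miRNAs from a fold change above 1.5. Its methods also name DESeq2 at an FDR under 0.05 and an absolute log2 fold change above 1. DESeq2 with the replicate block called 0 of 384 miRNAs here at those thresholds. The threshold of 1.5 was required here in both pairs. By that rule, 39 of the 539 miRNAs listed in both tables were higher in 231 -G EV and 36 were lower. With TMM scaling the split was 28 higher and 54 lower, and without hsa-miR-182-5p in the totals it was 29 higher and 49 lower. Leaving out a replicate gave the largest numbers. Pair 1 alone gave 182 higher and 101 lower, and pair 2 alone gave 117 higher and 156 lower. Among the alternatives that kept both pairs, the smallest number higher was 12, for miRNAs above 0 in all 4 libraries, and the smallest number lower was 4, with a pseudocount of 100. A further 72 miRNAs passed 1.5-fold in opposite directions in the 2 pairs. Simulated unchanged libraries gave a mean of 9.33 higher (95% of sets from 4 to 15) and 12.5 lower (6 to 19), so the observed numbers were above sampling noise. They could not be told from the numbers expected of unrelated pairs. Among the 295 miRNAs with a read in each pair, 40.4 would have been higher in both and 28.5 lower in both if the pairs had no relation, and the overlap was not different from that (two-sided Fisher's exact p of 0.790 for higher and 0.0562 for lower).

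Most of these miRNAs rested on few reads. Of the 39 that were higher, 26 had at most 3 reads in both libraries of a pair, and 24 had 0 reads in 231 EV replicate 1. For 13 of them the fold in pair 1 came from a count of 1 against 0. Of the 36 that were lower, 34 had at most 3 reads in both libraries of a pair. In tests of reads within a pair, 51 miRNAs differed in pair 1 and 109 in pair 2 (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted over the miRNAs of each pair). Of these, 26 differed in both pairs, 9 higher in both, 1 lower in both and 16 in opposite directions. Together with the 1.5-fold rule, 4 miRNAs were higher in both pairs. They were hsa-miR-148a-3p, hsa-miR-27a-3p, hsa-miR-25-3p and hsa-miR-140-3p, and hsa-miR-143-3p was lower in both. Hsa-miR-140-3p was named after its values were seen. Its folds were 2.36 and 1.64, but the fold in pair 1 was 1.19 without hsa-miR-182-5p in the totals and 1.31 with TMM scaling, both under the threshold. Without hsa-miR-182-5p in the totals, 2 of these 4 were still higher by both criteria, hsa-miR-148a-3p and hsa-miR-25-3p. The reads of hsa-miR-27a-3p in pair 1 then no longer differed (Fisher's exact test, adjusted p 0.416).

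Across replicates, edgeR's quasi-likelihood test with the replicate block called 0 of 384 miRNAs. At an unadjusted p under 0.05 there were 5, of which 4 were higher and 1 was lower. Other models, with TMM scaling, without the block, with limma or with DESeq2, also called 0, with 4 to 21 at an unadjusted p under 0.05. The call count reached 1 when hsa-miR-182-5p was left out of the totals, and also when every miRNA above 0 in any library was tested. The called miRNA was hsa-miR-449c-5p in the first case and hsa-miR-206 in the second, both named after their values were seen. Hsa-miR-449c-5p had 58 reads in 231 -G EV replicate 1, 1 read in 231 -G EV replicate 2 and 0 in both 231 EV libraries, and hsa-miR-206 had 98 reads in 231 -G EV replicate 1 and 0 in the other 3, so a single library decided each. Scaling set the balance of directions. The median log2 fold change was 0.20 with 60.2% of miRNAs higher by library totals, and -0.14 with 43.2% higher by TMM, so a change is to be read against a shift of that size.

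Among miRNAs above 0 in all 4 libraries that passed the rule, the largest rise by library totals was that of hsa-miR-148a-3p. It had 125 and 1140 reads in 231 EV and 231 -G EV of pair 1 and 797 and 944 in pair 2. Its folds were 10.8 and 1.56, or 5.99 and 1.47 with TMM scaling, which left the second under the threshold. Its log2 fold change was 2.03 (SE 0.95, edgeR adjusted p 0.999). Hsa-miR-130a-3p had folds of 2.33 and 3.95, of which the first came from 2 reads against 1. With TMM scaling its log2 fold change was above that of hsa-miR-148a-3p, 1.65 against 1.56. Without hsa-miR-182-5p in the totals the values were 1.72 and 1.53. Hsa-miR-27a-3p had folds of 4.06 and 2.40, on 31 against 9 reads and 2380 against 1307 reads. Hsa-miR-25-3p had folds of 3.20 and 1.68. Hsa-miR-877-5p had no more than 6 reads in any library. Of the miRNAs that fell, hsa-miR-143-3p had the most reads, with 447 and 210 in pair 1 and 469 and 172 in pair 2, and was 1.80-fold and 2.07-fold lower. Hsa-miR-222-5p, hsa-miR-31-5p, hsa-miR-132-5p and hsa-miR-411-5p also fell in both pairs, on no more than 5 reads in any library of pair 1. None of these 10 passed the adjusted threshold with edgeR, since the same value of 0.999 held for all of them.

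The folds of the pairs did not go together. Across the 154 miRNAs above 0 in all 4 libraries, Spearman's correlation of the log2 folds was -0.16 and Pearson's was -0.16, and 64 of them (41.6%) had the same sign, against 49.4% expected from the share of rises in each pair. Spearman's correlation was 0.033 when the 384 miRNAs above 0 in at least 2 libraries were used.

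**Figure D2:**
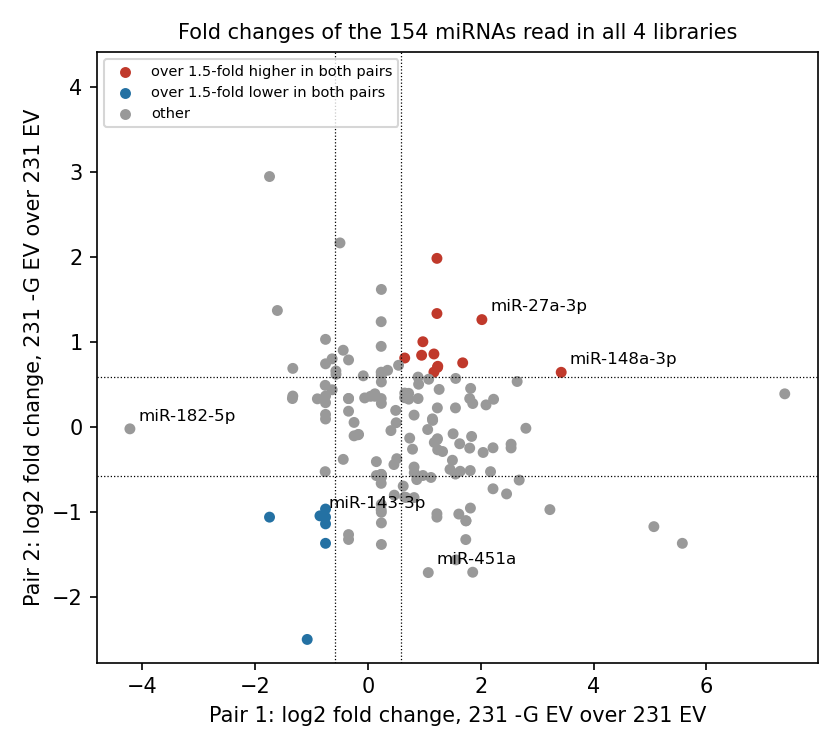
Log2 fold change of 231 -G EV over 231 EV in pair 1 (x axis) and in pair 2 (y axis), 1 point for each of the 154 miRNAs above 0 in all 4 libraries, with dotted lines at 1.5-fold. The points do not follow a rising line (Spearman's correlation -0.16), and 12 lie above 1.5-fold and 7 below the inverse in both pairs.

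The study singled out miR-33a-5p, enriched in 231 -G EV, as a predicted regulator of AGMAT. This is the gene of agmatinase, an enzyme that makes the polyamine putrescine. The mature hsa-miR-33a-5p, GTGCATTGTAGTTGCATTGCA, lies on chromosome 22 at 41900949 to 41900969 on the plus strand. Its gene MIR33A, at 41900944 to 41901012, is in intron 16 of the principal transcript of SREBF2, on the same strand and outside every exon of the 3 coding transcripts that span it. MIR33B is in intron 16 of SREBF1, on chromosome 17 at 17813836 to 17813931, and its hairpin differs from the mature miR-33a-5p at 2 bases, so short reads could be split between them. AGMAT lies on chromosome 1 at 15572353 to 15585110 on the minus strand. The 3′ UTR of its GENCODE transcript, 1301 nt at 15572353 to 15573653, holds 0 matches to CAATGCA, the reverse complement of bases 2 to 8 of miR-33a-5p. The RefSeq record of AGMAT reaches 654 bases further at that end, and the sequence of this stretch was not used here. Other kinds of match were not searched. The study located a miR-33a site in the human AGMAT 3′ UTR. It reported direct targeting from luciferase reporters with that site intact or mutated. The search here does not speak against that evidence.

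Hsa-miR-33a-5p had 0 reads in 231 EV replicate 1 and 4 in 231 -G EV replicate 1, or 256 CPM (Wilson interval 99.7 to 659). The count of 0 allows up to 163 CPM, which lies within that interval, and the 95% exact interval of the ratio started at 0.779, so it included 1. Fisher's exact test of the reads gave p of 0.0443 (0.230 adjusted over the miRNAs of the pair). Without hsa-miR-182-5p in the totals it gave p of 0.304, and a difference was not detectable at this depth. In pair 2 it had 30 and 40 reads, or 133 (93.4 to 190) and 234 (172 to 319) CPM. The ratio was 1.76 with a 95% exact interval of 1.07 to 2.92 (Fisher's exact p 0.0215, adjusted 0.0808). The exact test stratified by pair gave an odds ratio of 1.92 (1.18 to 3.16) with p of 0.00659, or 0.0185 after adjustment over the 295 miRNAs with a read in each pair. Of these, 114 had an adjusted p under 0.05, and hsa-miR-33a-5p ranked 105. These tests compare the libraries, and the study chose this miRNA on them. Across replicates, its log2 fold change was 1.55 (SE 1.37, edgeR p 0.258, adjusted p 0.999), higher in both pairs. Among the model alternatives, limma on log2(value + 1) moved it most, to 4.41 (SE 2.40, adjusted p 0.964), because the 0 in 231 EV replicate 1 then sets the value. The adjusted p ranged from 0.895 to 1.00 over 10 alternatives. Levels relative to hsa-miR-16-5p, a reference chosen after seeing the data, were also compared. In pair 1 there were 4 reads beside 40 of hsa-miR-16-5p in 231 -G EV and 0 beside 70 in 231 EV, with an exact interval of the ratio starting at 1.16 (Fisher's exact p 0.0203). In pair 2 the ratio was 1.11 (0.677 to 1.85). These intervals overlap, and the pairs were not tested against each other.

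**Figure D3:**
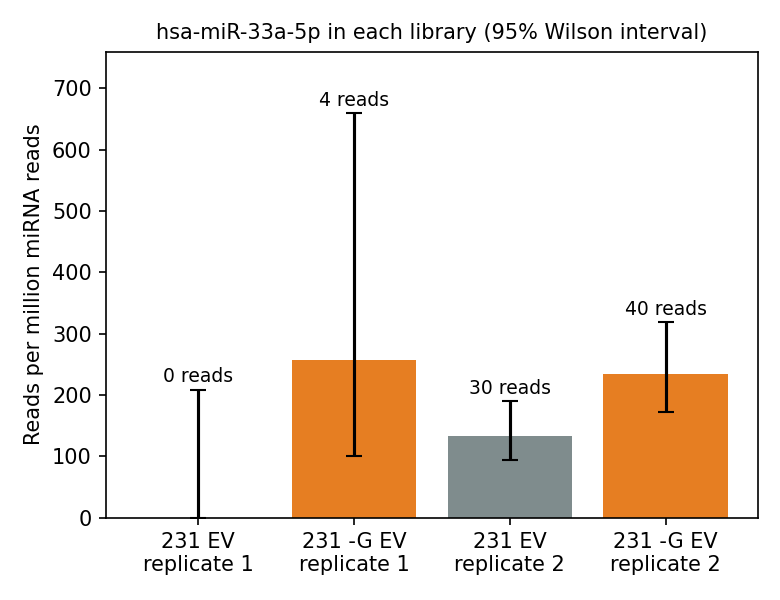
Hsa-miR-33a-5p in CPM (y axis) in each of the 4 libraries (x axis), with 95% Wilson intervals as error bars and the number of reads above each. The count goes from 0 to 4 reads in replicate 1 and from 30 to 40 reads in replicate 2, and the intervals of the 2 media overlap in both replicates.

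Of the 13 miRNAs predicted to target AGMAT, 8 were listed under the same name in both tables, and 7 of these were among the 295 with a read in each pair. Hsa-miR-33a-5p was the 1 that was higher in both pairs. The number expected from the background was 0.925, and the overlap was no larger than that (one-sided Fisher's exact p 0.633). Lowering the threshold to 1.4 brought the overlap to 2, with hsa-miR-22-3p added, whose folds were 2.94 and 1.48 on 4, 10, 608 and 685 reads. The edgeR p-values of the 8 list members tested gave 0 calls adjusted over the list alone, with 1 at an unadjusted p under 0.05, which was hsa-miR-182-5p (0.307 adjusted over the list alone), and 0 calls over all miRNAs tested. With a pseudocount of 100 the overlap was 0. Pair 1 alone gave 2, against 3.77 expected. Pair 2 alone gave 5, more than the 2.16 expected, and these were hsa-miR-33a-5p, hsa-miR-33b-5p, hsa-miR-320b, hsa-miR-320c and hsa-miR-320d, of which the last 4 had at most 12 reads. These 5 belong to the miR-33 and miR-320 families, so they are not 5 separate observations. Hsa-miR-182-5p was 18.7-fold lower in pair 1. Hsa-miR-96-5p had ratios of 0.843 (0.211 to 3.08) and 0.928 (0.696 to 1.23). The directions of hsa-miR-320c and hsa-miR-320d were opposite in the pairs, and their model fold changes switched sign without the block. Hsa-miR-320a, listed as hsa-miR-320a-3p, had ratios of 1.57 (0.818 to 3.08) and 1.32 (1.02 to 1.70). Hsa-miR-4429 was listed in replicate 1 alone, with 1 and 0 reads. Hsa-miR-33b-5p had 0 reads in both libraries of replicate 1, then 1 and 3 reads in replicate 2. Hsa-miR-33a-3p was listed in replicate 2 alone, with 6 reads in 231 EV and 1 in 231 -G EV, which Fisher's exact test did not separate (p 0.251). Hsa-miR-1271-5p, hsa-miR-599 and hsa-miR-6835-3p were not analysed here.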

Values the study reported

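In the study, complete medium held 3 g/L glucose.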

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

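All tests in this part were chosen after the results were seen. Signals that appeared in miRNAs outside the comparisons, because they were listed for a single replicate, are given here where they were higher in 231 -G EV than in the 231 EV control of the same replicate. Each rests on a single pair of libraries, and counting error is the only error the tests cover.

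The 776 miRNAs listed for replicate 1 alone held 4.75% of 231 EV and 5.27% of 231 -G EV, a ratio of 1.11 with an interval of 1.01 to 1.22. The fall of hsa-miR-182-5p in that pair is a candidate explanation. Without hsa-miR-182-5p in the totals the shares were 9.68% and 5.42%, and the ratio was 0.560, so the rise turned into a fall. A change with the medium was not tested apart from this. The 271 named miRNAs listed for replicate 2 alone held 0.207% of 231 EV and 0.252% of 231 -G EV, a ratio of 1.22 (1.07 to 1.39). Here the fall of hsa-miR-21-5p from 30.2% to 23.3% of the reads may account for the rise. Without that miRNA in the totals the ratio was 1.11, and its interval of 0.969 to 1.26 reached 1. The 33 predicted miRNAs of replicate 2 went the other way, from 0.573% to 0.439%.

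Of the 517 miRNAs with a read in a single table, 8 were higher in 231 -G EV by Fisher's exact test after Benjamini-Hochberg adjustment and 6 were lower. In replicate 1, the higher ones were hsa-miR-5006-5p with 172 reads in 231 -G EV against 2 in 231 EV, hsa-miR-4516 with 60 against 28, hsa-miR-4695-5p with 31 against 0, hsa-miR-4520-3p with 23 against 1, hsa-miR-3960 with 17 against 2 and hsa-miR-6165 with 10 against 0. Without hsa-miR-182-5p in the totals, and adjusted over the same tests, hsa-miR-5006-5p, hsa-miR-4695-5p and hsa-miR-4520-3p were still higher, with adjusted p from 2.2e-29 to 0.0104. This argues against composition as the whole cause for these 3. The other 3 were not, with an adjusted p of 0.208 for hsa-miR-3960 and hsa-miR-6165 and 0.719 for hsa-miR-4516, and for them composition cannot be told apart from a rise at these reads. Some of these also stand in the list of rises given by the study. In replicate 2, hsa-miR-542-5p had 23 reads against 5 and hsa-miR-105-3p had 13 against 2, and both, 2 of 2, were still higher without hsa-miR-21-5p in the totals (Fisher's exact test, adjusted p 0.00289 and 0.0296). What stays open for these is a difference with the medium, RNA from another source, and reads of other small RNAs that match these miRNAs, none of which was tested.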

How the results depend on the processing

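Of the alternatives to the main results, 32 moved a value beyond its spread or a count by over 1.5 times, and 85 did not, or, for the log2 fold change of hsa-miR-33a-5p under other models, kept its direction and stayed short of the adjusted threshold. Counts among the 85 still changed, such as the number lower in both pairs, which went from 36 to 54 with TMM scaling and to 25 at a fold change of 2. For single named miRNAs, 177 alternatives kept the direction and the side of the adjusted threshold, and 7 changed sign. The causes were not tested except where stated.

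The number of miRNAs higher by over 1.5-fold in both pairs was 39. It was 38 with a pseudocount of 10, 28 with TMM scaling and 29 without hsa-miR-182-5p in the totals. It dropped to 15 with a pseudocount of 100, 12 among miRNAs above 0 in all 4 libraries, 25 among those with a mean of at least 100 CPM, and 24 at a fold change of 2, and all miRNAs under these settings were among the 39. The number lower was 36. It was 54 with TMM scaling and 49 without hsa-miR-182-5p in the totals, and 18 and 4 with pseudocounts of 10 and 100, 7 among miRNAs above 0 in all 4 libraries, and 5 among those with a mean of at least 100. A larger pseudocount removes folds formed against 0 reads by construction, and a filter leaves fewer miRNAs. Across the 2 settings that each left out one replicate, the number higher ranged from 117 to 182 and the number lower from 101 to 156. The rule then asks for a single pair. Of the 4 miRNAs higher by the rule whose reads also differed in both pairs, 2 remained without hsa-miR-182-5p in the totals.

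The overlap with the AGMAT list was 1. It was 0 with a pseudocount of 100, 0 among miRNAs above 0 in all 4 libraries, 0 at a fold change of 2, and 2 at a fold change of 1.4, and ranged from 2 to 5 across the settings that left out one replicate. The 5 of pair 2 alone were more than the 2.16 expected, while pair 1 alone gave 2 against 3.77 expected. Those 5 belong to the miR-33 and miR-320 families and are not separate observations. The fold of hsa-miR-33a-5p in pair 1 is formed against 0 reads, so its size is set by the pseudocount. It was 257 with a pseudocount of 1 and 3.56 with 100. In pair 2 it was 1.75, and 1.43 with a pseudocount of 100, under the threshold of 1.5.

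EdgeR called 0 miRNAs, and 5 at an unadjusted p under 0.05. Without the replicate block it also called 0, with 4 at an unadjusted p under 0.05, and the block changed no call with edgeR or DESeq2. The count was 1, 1 higher and 0 lower, with all miRNAs above 0 in any library, and 1, again higher, without hsa-miR-182-5p in the totals. The log2 fold change of hsa-miR-33a-5p was 1.55 with the block and 1.65 without the replicate block, and ranged from 0.81 to 8.01 between the settings that each left out one replicate. Leaving out a replicate leaves 1 library per group, so no model was fitted there. In simulated data at the observed dispersion, in which 178 of 346 miRNAs tested were changed, edgeR called 36.0% of the 8-fold changes. Where fewer miRNAs change, the adjustment is stricter and the share may be lower. A count of 0 therefore does not exclude changes of that size. Limma called 0% of the simulated changes, so its count of 0 carries no information.

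The sign of some named miRNAs depended on the block or the pseudocount. Hsa-miR-320c went from 0.76 to -0.94 without the replicate block, -0.26 with limma and a pseudocount of 100, and -1.65 with DESeq2 and no block. Hsa-miR-320d went from 0.75 to -0.97, -0.22 and -1.70 under the same settings, and hsa-miR-320b from 0.97 to -0.19 with DESeq2 and no block.

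The correlation between the folds of the pairs was -0.16, and 0.033 across miRNAs above 0 in at least 2 libraries. With miRNAs above 0 in all 4 libraries, the correlation between libraries rose to 0.82 in replicate 1 and 0.97 in replicate 2. Across the preparations it rose to 0.56 between the 231 EV libraries and 0.51 between the 231 -G EV libraries. Between 231 EV replicate 1 and 231 -G EV replicate 2 it rose to 0.54. Between 231 -G EV replicate 1 and 231 EV replicate 2 it rose to 0.56. The share of the 10 most abundant was 69.4% in 231 EV replicate 2 and 66.1% in 231 -G EV replicate 2 with named miRNAs alone.

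Depth limits the results of replicate 1 most. A read there is worth 54.4 or 64.1 CPM, so a miRNA at the level of hsa-miR-33a-5p in replicate 2 is expected at a few reads or none.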

Other observations

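All tests in this part were chosen after at least part of the result was seen, except that of the number of rises in simulated unchanged libraries. Each pair holds 1 library per medium, so a change with the medium and a difference between 2 libraries cannot be separated within a pair.

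More miRNAs rose than fell by over 1.5-fold in both pairs, 39 against 36. The tables argue against sampling noise as the cause of the number of rises, since the upper end of the 95% range in simulated unchanged libraries was 15. The fall of hsa-miR-182-5p, seen first, was to count as the cause if leaving this miRNA out of the totals lowered the number by over 1.5 times, a mark set before the outcome was computed. The number went to 29, short of that mark, and the upper end of the range was 27 when sampling was simulated with hsa-miR-182-5p held at its reads, so neither accounts for the number of rises. For the balance of rises and falls, looked at only afterwards, composition remains a candidate explanation, since 49 fell against those 29 without hsa-miR-182-5p in the totals. Unrelated changes in the 2 pairs are a candidate explanation for the number, with 40.4 rises expected in both. Whether such changes come from the preparation, cell culture or medium was not tested.

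Hsa-miR-33a-5p passed the rule in both pairs. For composition, the exact test stratified by pair still gave p of 0.00944 without hsa-miR-182-5p in the totals. Pair 2 held that miRNA at 0.254% and 0.250%. This argues against the fall of hsa-miR-182-5p as the whole cause. With totals scaled by TMM factors the same test gave p of 0.0188, with an odds ratio of 1.76 (1.08 to 2.91). Relative to hsa-miR-16-5p, the ratio in pair 2 was 1.11 (0.677 to 1.85). The fall of hsa-miR-21-5p in pair 2 was not tested for hsa-miR-33a-5p. In pair 1 alone, totals without hsa-miR-182-5p gave Fisher's exact p of 0.304 for 4 reads against 0, too few to decide. Counting error alone is argued against by the stratified test, before the choice of this miRNA is allowed for. The stratified test gave p of 0.00659, or 0.0185 adjusted over the 295 miRNAs with a read in each pair. That adjustment limits false calls across the 295, but does not correct for picking this miRNA on these libraries. Of the simulated unchanged sets, 1.72% had hsa-miR-33a-5p above 1.5-fold in both pairs, and 2.72% with hsa-miR-182-5p held at its reads. The study picked hsa-miR-33a-5p on a 1.5-fold rise, so these shares are not independent support. With 39 rises placed at random over the 295, at least 1 AGMAT list member would be among them in 63.3% of draws. Differences between the libraries that do not come from the medium cannot be told apart from an effect of starvation. Of the 295 miRNAs, 35.6% had a stratified p as small, so differences of this kind were common, and edgeR's test across replicates gave p of 0.258. A release of miR-33a-5p under starvation stays open in these libraries. By RT-qPCR, the study reported more miR-33a in EVs of starved MDA-MB-231 cells and of other breast cancer lines. It also measured miR-33a against a standard curve of the synthetic molecule. Those measurements were not examined here.

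Hsa-miR-182-5p held 51.0% of 231 EV replicate 1. Higher output of the cluster it shares with miR-183 and miR-96 would raise these too. Together, hsa-miR-183-5p and hsa-miR-96-5p had 20 reads in 231 EV and 17 in 231 -G EV of that pair, a ratio of 1.00 (0.493 to 2.02), or 0.505 (0.249 to 1.02) without hsa-miR-182-5p in the totals, so the partners too may have been higher in 231 EV, by far less. Reads of hsa-miR-182-5p per read of both partners, which no total enters, were 469 in 231 EV and 25.1 in 231 -G EV, an odds ratio of 18.7 (9.13 to 37.9). This argues against the output of the cluster as the whole cause. Over-amplification or carry-over of a molecule in that library cannot be told apart from a true level, because reads carry no molecular identifiers.

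Hsa-miR-451a held a large share of the replicate 1 libraries only. RNA of red blood cells from serum is a candidate source. The other 3 members of the red blood cell list held 0.592% and 1.97% of 231 EV and 231 -G EV in replicate 1 and 0.122% and 0.0392% in replicate 2. Reads of hsa-miR-451a per read of hsa-miR-486-5p were 37.3 and 21.6 in replicate 1 but 2.06 and 2.06 in replicate 2, so the 2 miRNAs did not keep their proportion. The preparation differs with the replicate number, so carry-over and a preparation that favours hsa-miR-451a cannot be told apart.

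In pair 1, the tissue lists were higher in 231 -G EV, with ratios of 91.2 for muscle (30.8 to 446), 38.9 for ciliated epithelium (12.9 to 192), 8.80 for intestine and kidney (5.92 to 13.6), 3.98 for leukocytes (lower bound 1.76), 3.33 for liver (1.88 to 6.18), 2.56 for endocrine epithelium (1.75 to 3.80) and 2.14 for red blood cells (2.05 to 2.22). This is not independent evidence, because the lists were written after reading the study's own list of rises in these libraries, which held 8 of the 27 members, spread over 5 of the 7 lists. No miRNA is in more than 1 list, and 1 of the 7 muscle and 1 of the 5 ciliated epithelium miRNAs had reads in both 231 EV libraries. Without those 8 members, and without hsa-miR-182-5p in the totals, the ratio was 24.8 for muscle (8.28 to 122) and 5.15 for ciliated epithelium (1.58 to 26.6), on 125 against 3 and 26 against 3 reads. It was 1.08 for red blood cells (1.03 to 1.12), and the intervals of liver, leukocytes, endocrine epithelium, and intestine and kidney reached 1, with ratios of 1.68, 1.56, 1.12 and 1.41. RNA of muscle may be present in that library. Hsa-miR-1-3p, which is not among those 8, had 122 reads against 3, beside 98 against 0 for hsa-miR-206 and 9 against 0 for hsa-miR-133a-3p. Muscle alone is argued against as the source of the whole pattern by the 99 reads against 3 of the ciliated epithelium list. Material of several tissues, such as carry-over from another library, was not tested, and neither was an effect of starvation. In pair 2 the muscle list had 17 and 4 reads and the ciliated epithelium list 4 and 5.

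In pair 2, blood and liver lists were lower in 231 -G EV, with ratios of 0.479 for leukocytes (0.438 to 0.523), 0.312 for red blood cells (0.257 to 0.377) and 0.398 for liver (0.311 to 0.505), while endocrine epithelium had 1.05 (0.931 to 1.19), intestine and kidney 0.840 (0.721 to 0.976), ciliated epithelium 1.65 (0.354 to 8.29) and muscle 0.310 (0.0758 to 0.95). Less RNA carried over from serum in that library may lower the lists of blood and liver, but the fall was not limited to them. The muscle list fell as well, on 17 against 4 reads, and the interval of intestine and kidney lay under 1. Without the members seen in the study's list, the muscle ratio was 0.329 on 16 against 4 reads. Its interval of 0.0801 to 1.02 then reached 1. That of intestine and kidney stayed under 1, with a ratio of 0.831 (0.713 to 0.967). Such carry-over therefore cannot be told apart from a wider difference between these 2 libraries. Pair 1 did not show such a fall, with a red blood cell list ratio of 2.14, or 1.08 without hsa-miR-182-5p in the totals. This cannot rule out a property of the glucose-free medium, since material of other tissues in 231 -G EV replicate 1 could hide a fall. A biological change in these miRNAs was not tested.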
